# Gradual differentiation uncoupled from cell cycle exit generates heterogeneity in the epidermal stem cell layer

**DOI:** 10.1038/s41556-022-01021-8

**Published:** 2022-11-10

**Authors:** Katie Cockburn, Karl Annusver, David G. Gonzalez, Smirthy Ganesan, Dennis P. May, Kailin R. Mesa, Kyogo Kawaguchi, Maria Kasper, Valentina Greco

**Keywords:** Stem-cell differentiation, Multiphoton microscopy, Skin stem cells

## Abstract

Highly regenerative tissues continuously produce terminally differentiated cells to replace those that are lost. How they orchestrate the complex transition from undifferentiated stem cells towards post-mitotic, molecularly distinct and often spatially segregated differentiated populations is not well understood. In the adult skin epidermis, the stem cell compartment contains molecularly heterogeneous subpopulations^1–4^ whose relationship to the complete trajectory of differentiation remains unknown. Here we show that differentiation, from commitment to exit from the stem cell layer, is a multi-day process wherein cells transit through a continuum of transcriptional changes with upregulation of differentiation genes preceding downregulation of typical stemness genes. Differentiation-committed cells remain capable of dividing to produce daughter cells fated to further differentiate, demonstrating that differentiation is uncoupled from cell cycle exit. These cell divisions are not required as part of an obligate transit-amplifying programme but help to buffer the differentiating cell pool during heightened demand. Thus, instead of distinct contributions from multiple progenitors, a continuous gradual differentiation process fuels homeostatic epidermal turnover.

## Abstract (web summary)

Cockburn et al. report that epidermal differentiation is a multi-day process through which cells undergo a continuum of transcriptional alterations initiated independently of cell cycle exit.

## Main

During regeneration, the onset of stem cell differentiation and cell cycle exit are highly temporally correlated. However, many tissues contain intermediate cell types (often termed transit-amplifying cells) that have begun to differentiate but retain some proliferative capacity^5–7^. How such intermediate cell states arise and whether the overlap between proliferation and differentiation contributes to cellular maturation or tissue maintenance remains largely unclear.

In the mammalian skin epidermis, proliferative basal layer cells differentiate and move upwards to replace barrier-forming cells that are continuously shed (Extended Data Fig. 1a). Lineage tracing of randomly labelled basal cells as well as label dilution studies support the existence of a single type of proliferating progenitor that generates dividing and differentiating cells with equal probability at the long-term, populational level^8–11^. In contrast, lineage tracing that reflects the more short term activity of distinct promoters such as Involucrin-CreERT2 (refs. ^1,2^), Tbx3-CreERT2 (ref. ^3^), Dlx-CreERT2 and Slc1a3-CreERT^4^ produces different distributions of clone numbers and sizes, indicating underlying differences in proliferative capacity or kinetics. Specifically, basal cells labelled by Involucrin-CreER have been suggested to represent a distinct and more differentiation-primed population of progenitors that contribute differentially to homeostasis versus wound repair^1^ (Extended Data Fig. 1b). How such progenitors might fit into the epidermal differentiation journey itself is not yet clear.

To understand this journey in more detail, in this Letter, we focused on the long-standing observation that a subset of basal cells express the well-established differentiation marker keratin 10 (K10) (refs. ^12,13^). As these cells have typically been considered a post-mitotic population in the process of exiting the basal layer, neither their real-time behaviours nor their relevance to any of the aforementioned models of epidermal homeostasis have been closely examined. We first performed whole-mount immunostaining and single-molecule RNA fluorescence in situ hybridization (smRNA-FISH) in ear and dorsal skin (Fig. 1a and Extended Data Figs. 1c,d and 2). In total, 39–44% of basal cells stained positive for K10 protein or messenger RNA (mRNA), with the majority of these K10^+^ cells making a small area of contact (footprint) with the underlying extracellular matrix (ECM) as would be expected from delaminating basal cells (Fig. 1a,b and Extended Data Fig. 2a,b). However, we also observed K10^+^ cells with a typical basal-cell morphology including a normal-sized footprint (Fig. 1a,b and Extended Data Fig. 2a). These results indicate that, in contrast to previous models^14^, the differentiation process of basal epidermal cells may begin before a detectable change in cell morphology.

**Fig. 1:**
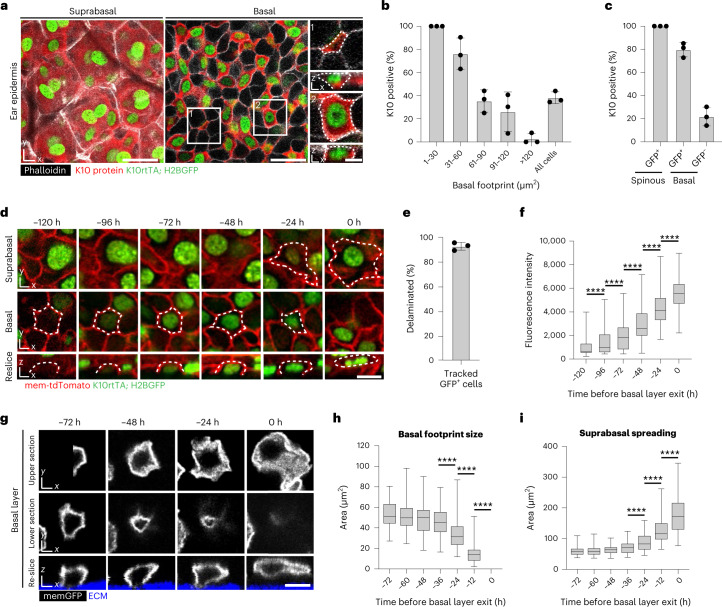
Epidermal stem cell differentiation occurs over multiple days. **a**, Whole-mount staining of K10 protein (red) and K10 reporter (K10rtTA; pTRE-H2BGFP) expression (green) in suprabasal and basal cells from ear epidermis. Cell boundaries are visualized with phalloidin (white). Insets show examples of K10-positive basal cells with very little (1) or average (2) amounts of ECM contact. Scale bars, 25 µm or 5 µm (insets). **b**, Percentage of basal cells with indicated levels of ECM contact that also express K10 protein. Graph represents average from one independent immunostaining experiment using *n* = 3 mice. **c**, Overlap between K10 protein expression and K10 reporter expression in basal and suprabasal cells. Graph represents average from one independent immunostaining experiment using *n* = 3 mice. **d**, Revisited basal cell as it induces K10 reporter expression and later exits the basal layer. Scale bar, 10 µm. **e**, Basal versus suprabasal position in basal cells scored as K10 reporter positive on day 0 and revisited for 5 subsequent days. Graph represents average of *n* = 3 imaged mice. **f**, K10 reporter expression levels in the days preceding basal layer exit. Graph represents 90 pooled cells from *n* = 3 imaged mice (see also tracks from individual cells in Supplementary Fig. 3). One-way ANOVA, *P* < 0.0001; Tukey’s HSD, *P* < 0.0001 (−120 h versus −96 h, −96 h versus 72 h, −72h versus −48 h, −24 h versus 0 h). **g**, Membrane GFP (K14CreER; mTmG) labelled basal cell revisited every 12 h in the days preceding delamination. Top row: *xy* section from the widest point in the upper half of the cell. Middle row: *xy* section directly above ECM (blue). Bottom row: lateral re-slice. Scale bar, 10 µm. **h**, Basal cell–ECM contact in the days preceding basal layer exit. Graph represents 72 pooled cells from *n* = 3 imaged mice. One-way ANOVA, *P* < 0.0001; 36 h versus 24 h, 24 h versus 12 h, and 12 h versus 0 h Tukey’s HSD, *P* < 0.0001. **i**, Suprabasal spreading, measured as the widest section in the upper half of each cell, in the days preceding delamination. Graph represents 68 pooled cells from *n* = 3 imaged mice. One-way ANOVA, *P* < 0.0001; 36 h versus 24 h, 24 h versus 12 h, and 12 h versus 0 h Tukey’s HSD, *P* < 0.0001. For **f**, **h** and **i**, box centres indicate median, boundaries represent 25th and 75th percentiles, and error bars represent maximum and minimum values. For bar graphs in **b**, **c** and **e**, error bars are mean ± standard deviation (s.d.). Source data

To understand the real-time behaviours of K10^+^ basal cells, we performed intra-vital imaging in mouse ear skin^10^ using a reporter system where the *Krt10* promoter drives H2BGFP fluorescence (*K10rtTA*; *pTRE-H2BGFP*)^15^ (Fig. 1a). This reporter labels 44% of basal cells, 80% of which co-express K10 protein (Fig. 1c) and/or *Krt10* mRNA (Extended Data Fig. 2c). By revisiting the same epidermal regions every 24 h (Fig. 1d), we found that the vast majority (93%) of K10-reporter-positive basal cells delaminate over the following 5 days (Fig. 1e), indicating that this population has largely committed to differentiate. We then focused on delaminating cells and tracked their H2BGFP signal in the days leading up to this event (Fig. 1f and Extended Data Fig. 3). Notably, K10 reporter expression always preceded delamination (Extended Data Fig. 3b), typically beginning 3–4 days before basal layer exit (Extended Data Fig. 3a,c–e). The corresponding morphological changes occurred surprisingly slowly over approximately 36 h (Fig. 1g–i). In contrast to the rapid, actomyosin-based extrusion events that have been described in embryonic epidermis and other systems^16–18^, basal cell delamination lacked obvious signs of ring-like actin or myosin accumulation (Extended Data Fig. 3f,g). These temporal observations demonstrate that adult basal cell differentiation, from commitment to the completion of delamination, is a gradual multi-day process.

We next aimed to understand how K10 expression relates to the global transcriptional changes associated with basal cell differentiation and to other previously described differentiation-primed progenitor populations^1,2^. Our previous single-cell transcriptome-based reconstruction of the epidermal differentiation trajectory grouped cells according to their individual gene expression from basal (*Krt14*^high^) to mature (*Krt10*^high^) to terminally differentiated (*Lor*^high^) cell states^19^. To define the basal-suprabasal border on this trajectory, we generated single-cell transcriptomes of fluorescence-activated cell sorting (FACS)-isolated basal cells (Live/ITGA6^+^/SCA1^+^/CD34^−^; Extended Data Fig. 4a). 

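Epidermal cells of *Ivl-CreERT2*/*R26-tdTomato* mice, in which tamoxifen labels cells with an active *Ivl* (Involucrin) promoter with the red protein tdTomato, were sorted 2 days after tamoxifen into labelled (Tom+) and unlabelled (Tom−) cells. The paper gives a tamoxifen dose of 0.2 mg per g and mice of 8 weeks, whereas the sample labels give 0.01 mg per g and 57 days. There were 4 libraries, each made on 1 Fluidigm C1 chip of 96 wells, with 1 Tom+ and 1 Tom− chip under each of 2 run tags of the sample labels, called capture runs here. Whether a capture run corresponds to 1 of the paper's mice is not stated in its text. The authors deposited whole-number counts of unique molecular identifiers (UMIs) per gene and well, without normalization, and the genome build behind these counts is not stated, so genes are given by the symbols in the files and without positions. Of the 384 wells, 169 had no UMIs on genes and a further 54 had fewer than 2000. The 161 wells with at least 2000 UMIs were kept as cells, 35 and 58 from the Tom+ chips of runs 1 and 2 and 20 and 48 from the Tom− chips. The kept cells of these libraries summed to 157281, 305407, 81630 and 184578 UMIs, with medians per cell of 4047, 4524.5, 3877 and 3225. Counts were thinned at random to 2000 UMIs per cell, the downsampling depth of the paper's methods, wherever shares of cells or levels per cell were compared. Cells are not replicates, so comparisons between Tom+ and Tom− cells rest on libraries or capture runs. Counts, shares and SDs over the cells of several libraries describe these cells only. Shares carry 95% Clopper-Pearson intervals, which cover counting error only.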

We then merged these transcriptomes with two published datasets encompassing both basal and suprabasal cells (Extended Data Fig. 4b–d and Methods)^19,20^, which allowed us to assign the basal-suprabasal border according to the sorted basal (ITGA6^+^) cells (Fig. 2a and Methods). 

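The published datasets were not analysed here, so the sorted cells were ordered by diffusion pseudotime among themselves. The order was built without the genes named for this experiment and without cell cycle genes. Its direction did use them, since the end with higher *Krt14* relative to *Krt10* was taken as the start. A fall of *Krt14* or a rise of *Krt10* along the order is therefore partly built in. By the 95th percentile that the methods use, the latest 8 of the 161 sorted cells would lie beyond the border, 5 of them Tom+ and 3 Tom−. Mean *Krt10* expression was 2.28 ± 1.44 (SD over the 8 cells) on the ln(UMI + 1) scale in these cells and 1.39 ± 1.18 (SD over 153 cells) in the others. Mean *Krt14* expression was 1.18 ± 1.69 (SD) in the latest cells and 2.48 ± 1.39 (SD) in the others. Both differences are smaller than the spread between cells, and no test across libraries was made with so few cells. The 3 Tom− cells among the latest had 48, 0 and 27 *Krt14* UMIs and 0, 16 and 0 *Krt10* UMIs after thinning. A place beyond the border thus need not mark a differentiated cell.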

Notably, the previously defined intermediate *Krt10*^dim^/*Ptgs1*^dim^/*Mt4*^+^ cell group (Differentiated I) and part of the mature *Krt10*^high^/*Ptgs1*^high^ group (Differentiated II) (ref. ^19^), are basal-layer cells (Fig. 2b,c). This is exemplified by ~40% of basal cells already expressing *Krt10* transcripts (Extended Data Figs. 2a,b and 5a,b), as well as other basal and differentiation transcripts in the same cells (Fig. 2d,e and Extended Data Fig. 5e–i), consistent with recent studies in oral^21^ and skin epithelia (Extended Data Fig. 5c)^22^.

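After thinning, *Mt4* had at least 1 UMI in 51.4% (34.0% to 68.6%) and 60.3% (46.6% to 73.0%) of the sorted Tom+ cells of runs 1 and 2. Among Tom− cells the shares were 20.0% (5.73% to 43.7%) and 6.25% (1.31% to 17.2%). *Ptgs1* was seen in 31.4% and 29.3% of Tom+ cells and in 15.0% and 2.08% of Tom− cells. Without thinning, *Ptgs1* UMIs were present in 42.9% and 46.6% of Tom+ cells, with 15 and 27 cells behind these shares. *Lor* had UMIs in 4 of the 161 sorted cells at full depth and *Ivl* in 2, both of them Tom+ cells of run 1. The absence of *Ivl* UMIs from all 68 Tom− cells allows a share of up to 4.41% of cells with a UMI.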

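With the cut-off of the methods, which corresponds to at least 6 *Krt10* UMIs of 2000, 39.6% ± 32.6 (SD, n = 4 libraries) of the sorted basal cells were *Krt10* positive. The mean joins libraries that differ widely, with 71.4% (53.7% to 85.4%) and 63.8% (50.1% to 76.0%) in Tom+ runs 1 and 2 and 15.0% (3.21% to 37.9%) and 8.33% (2.32% to 20.0%) in Tom− runs 1 and 2. Since Tom+ and Tom− cells were captured on separate chips, their mix is set by the sort and not by the tissue. A cut-off of at least 1 UMI moved the mean most, to 67.0%. Basal and differentiation transcripts occurred together in wells kept as cells, which were not screened for wells holding more than 1 cell. *Krt14* and *Krt10* UMIs were both present in 83 of the 161 thinned cells, *Krt14* and *Krtdap* in 54, *Krt14* and *Mt4* in 41, and *Krt5* and *Krt10* in 108. Per library, the share with both *Krt14* and *Krt10* was 51.4% and 81.0% in Tom+ cells and 55.0% and 14.6% in Tom− cells. For *Krt14* and *Krtdap* it was 40.0% and 65.5% in Tom+ cells and 10.0% and 0% in Tom− cells. For *Krt14* and *Mt4* it was 28.6% and 46.6% in Tom+ cells and 15.0% and 2.08% in Tom− cells. Few Tom− cells thus had *Krt14* together with *Krtdap* or *Mt4*.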

**Fig. 2:**
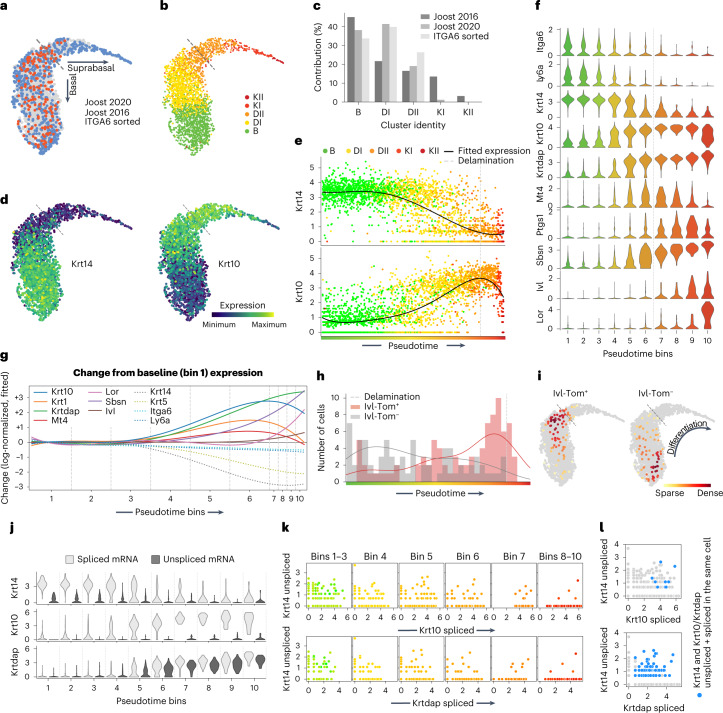
scRNA-seq trajectory analysis of epidermal stem cell and committed progenitor differentiation. **a**, UMAP of the combined epidermal datasets, showing the distributions for Joost 2020 (*n* = 5 mice), Joost 2016 (*n* = 19 mice) and ITGA6-sorted (*n* = 2 mice) cells. The dashed line indicates the assigned delamination point based on the location of 95% of ITGA6-sorted cells (Methods). **b**, Classification of cells in the combined dataset according to a kNN classifier based on the reference clusters from Joost 2016: basal (B), differentiating (DI and DII) and keratinizing (KI and KII). **c**, Bar plots showing the contribution of individual datasets to each cluster. **d**, *Krt14* and *Krt10* gene expression patterns overlaid on the combined UMAP. **e**, *Krt14* and *Krt10* expression (log-normalized) changes for individual cells, as well as fitted expression, ordered along pseudotime and coloured according to their differentiation state from basal (B) to differentiated (DI and DII) to keratinized (KI and KII) as defined in Joost 2016. **f**, Violin plots of differentiation-associated gene expression within cells grouped into ten pseudotime bins. **g**, Changes in fitted gene expression levels (log-normalized) of the genes shown in **f**, as compared with the baseline (average expression in bin 1). Solid and dashed coloured lines indicate genes that respectively increase or decrease their expression as compared with bin 1. The basal–suprabasal border is between bin 6 and bin 7. **h**, Distribution of *Ivl*-traced (Tom^+^) and non-traced (Tom^−^) cells along the pseudotime (histogram), together with estimation lines for cell density. **i**, Location of *Ivl*-traced (Tom^+^) and non-traced (Tom^−^) sorted cells on the combined UMAP. Cells are coloured according to the local density of visualized populations. **j**, Violin plots showing the spliced and unspliced mRNA expression levels (log) for *Krt14*, *Krt10* and *Krtdap* along the pseudotime bins. **k**, Scatter plots showing expression (log) of *Krt14*-unspliced mRNA and *Krt10*/*Krtdap*-spliced mRNA, separated into their respective pseudotime bins. **l**, Scatter plots showing the expression levels (log) of *Krt14*-unspliced and *Krt10*/*Krtdap*-spliced mRNA. Grey cells denote all the cells in the datasets, and blue cells co-express *Krt14* and *Krt10*/*Krtdap* spliced and unspliced mRNA. In **a**, **b**, **d**–**f**, **h** and **i**, dashed lines indicate the delamination point. In **d**–**f** and **j**–**l**, Expression is shown as log-normalized counts. Plots show integrated results of all biological replicates from all datasets combined (**a**–**g**), ITGA6-sorted cells (**h** and **i**) or Joost 2020 dataset cells (**j**–**l**).

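The 161 sorted cells were divided into 6 equally sized bins along the pseudotime computed from them alone, and the mean ln(UMI + 1) of each gene was followed in each capture run with Tom+ and Tom− cells together, 55 cells in run 1 and 106 in run 2. These bins are not those of the combined dataset. The share of Tom+ cells changes along them, for example from 8 of 17 cells in bin 3 of run 2 to 15 of 19 in bin 4, so a course joins the mix of sorts with the position. None of the 8 Tom− cells of run 2 in bins 4 and 5 had *Krt10* UMIs. Within single libraries, mean *Krt10* of later minus earlier cells was 1.35 and 0.92 in Tom+ runs 1 and 2 and 0.20 and 0.29 in Tom− runs 1 and 2. From bin 1 to bin 6, mean *Krt10* rose from 0.43 to 2.55 in run 1 and from 0.43 to 2.27 in run 2. The first bin to stay above bin 1 by at least 25% of the rise was bin 2 in run 1 and bin 4 in run 2 for *Krt10*, bins 4 and 3 for *Krtdap* and for *Krt1*, bins 2 and 3 for *Mt4*, and bins 6 and 4 for *Sbsn*. The point at which 50% of the rise was reached, in percent of the ordered cells, lay at 46.5 ± 5.16 (SD, n = 2 runs) for *Krt10*, 46.0 ± 0.128 for *Mt4*, 50.8 ± 2.77 for *Krtdap*, 51.8 ± 1.77 for *Krt1*, 68.3 ± 18.5 for *Sbsn* and 82.6 ± 2.37 for *Ptgs1*. *Krtdap*, *Krt1*, *Sbsn* and *Ptgs1*, 4 of these 5 other genes, reached it later than *Krt10* in both runs, and *Mt4* reached it later in run 1 and earlier in run 2. This tally varied with the ordering. Over 20 other draws of the thinning, 18 gave a value, with a mean of 2.28 genes and a range from 0 to 4, and with the first principal component as the order it was 0. Without any 1 of the 4 libraries it was 0 to 2, although only without Tom− run 2 could all 5 genes be placed. The gaps between *Krt10*, *Krtdap*, *Krt1* and *Mt4* are therefore not resolved by these cells. *Ivl* and *Lor* had 2 thinned UMIs each over both runs and could not be placed.

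**Figure D1:**
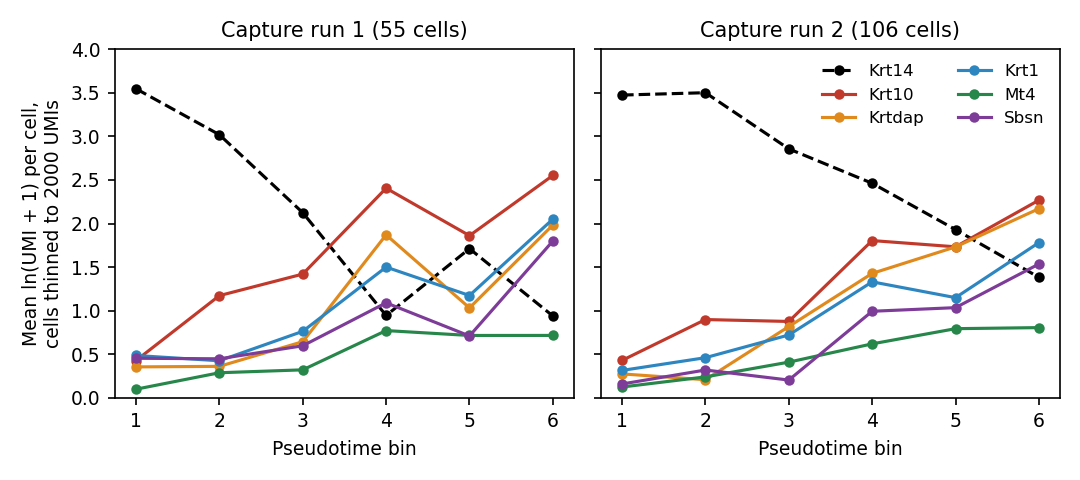
Mean expression of 6 genes per pseudotime bin in each capture run, as ln(UMI + 1) of cells thinned to 2000 UMIs. The dashed line is *Krt14*, which falls from 3.55 to 0.94 in run 1 and from 3.47 to 1.38 in run 2, while the other genes rise.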

To examine early transcriptional changes signifying the onset of differentiation more closely, we grouped the cells along the trajectory into ten differentiation bins (Fig. 2f, Extended Data Fig. 5d–f and Methods), revealing *Krt10* as the first upregulated differentiation marker (bin 3), followed by *Krtdap* and *Krt1* (bin 4), *Mt4* and *Sbsn* (bin 5) and *Ivl* and *Lor* (bin 6) (Fig. 2f,g and Extended Data Fig. 5e–i). Consistently, immunostaining revealed a small subset of K10^+^ basal cells with very low levels of K1, but not vice versa (Extended Data Fig. 5j). 

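Among the basal genes, *Krt14* changed by -2.35 ± 0.36 (SD, n = 2 runs) on the ln(UMI + 1) scale from the first to the last of the 6 bins. The changes were -1.41 ± 0.12 for *Krt5*, -0.64 ± 0.12 for *Col17a1*, -0.33 ± 0.35 for *Itga6* and -0.13 ± 0.01 for *Ly6a*. *Krt14* fell more than *Krt5* in both runs. The other 3 genes began below the size of this fall and could not have matched it on this scale. As a share of the mean UMIs of bin 1, the fall was 70.8% and 71.5% for *Krt14* in runs 1 and 2, 66.9% and 60.4% for *Krt5*, 57.6% and 41.4% for *Col17a1*, 12.5% and 66.3% for *Itga6* and 61.1% and 72.2% for *Ly6a*. Leaving out the Tom+ cells of run 1 brought the change of *Krt14* to -1.51, and leaving out those of run 2 to -3.28. The first bin below bin 1 by at least 25% of the fall was bin 3 in both runs for *Krt14*. For *Itga6* it was bin 4 in run 1 and bin 2 in run 2, and for *Ly6a* bin 4 in run 1 and bin 3 in run 2. These declines did not persist, since *Itga6* was back at its bin 1 level of 0.84 in bins 4 and 5 of run 2, and *Ly6a* was above its bin 1 level again in bin 5 of both runs. The change of *Itga6* is smaller than its spread between runs, and *Ly6a* rests on 16 and 34 thinned UMIs in runs 1 and 2.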

Basal marker-gene expression starts to decrease in bin 3–4 (*Itga6* and *Ly6a*), with the decrease of *Krt14* being most pronounced (Fig. 2f,g and Extended Data Fig. 5e,f). Thus, the earliest molecular changes associated with differentiation start in bin 3, marked by an increase of *Krt10* expression in cells displaying otherwise typical characteristics of stem cells (*Krt14*^high^, large ECM footprint) (Extended Data Fig. 5g–i). In addition, we observed gene-expression patterns associated with known as well as less explored transcription factors (TFs; *Id1*, *Hes1*, *Trp63*, *Ovol1* and *Csnk2b*), all leading to a gradual onset of differentiation-associated gene expression (bins 2–4; Extended Data Fig. 6).

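In the sorted cells, *Krt10*-positive cells had lower *Krt14* expression than *Krt10*-negative cells of the same library, by -2.48 ± 0.62 (SD, n = 4 libraries) on the ln(UMI + 1) scale. Tom− runs 1 and 2 enter with only 3 and 4 *Krt10*-positive cells, against 25 and 37 in Tom+ runs 1 and 2. Cells with 1 to 5 *Krt10* UMIs, below the cut-off, were closer to cells without any. Their *Krt14* mean differed from that of cells without *Krt10* UMIs by -1.47 in Tom+ run 1, -0.33 in Tom+ run 2, -0.44 in Tom− run 1 and 0.12 in Tom− run 2, with a mean of -0.53 ± 0.67 (SD). This difference is within the spread between libraries. The number of cells with low *Krt10* was 6, 19, 9 and 7, and the number without *Krt10* UMIs was 4, 2, 8 and 37. From bin 1 to bin 2, mean *Krt10* went from 0.43 to 1.17 in run 1 and from 0.43 to 0.90 in run 2. Mean *Krt14* went from 3.55 to 3.02 between these bins in run 1 and did not fall from its 3.47 in run 2.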

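The paper scored cells by the expression of each factor's target genes and refers to early bins of the combined dataset. The factors' own transcripts are another measure and do not test those patterns. These transcripts were sparse in the sorted cells. *Id1*, *Hes1*, *Trp63*, *Ovol1* and *Csnk2b* had 14 to 64 thinned UMIs in run 1 and 36 to 115 in run 2. *Id1* changed by 0.58 in run 1 and 0.12 in run 2 between the first and the last bin on the ln(UMI + 1) scale. The corresponding changes were 0.26 and 0.23 for *Hes1* and 0.15 and 0.33 for *Ovol1*. *Trp63* changed by 0.15 in run 1 and -0.16 in run 2, and *Csnk2b* by -0.13 and 0.07, so neither kept its direction across runs. Between Tom+ and Tom− libraries, the log2 fold change was 1.35 for *Hes1* (standard error 0.41, adjusted p = 0.139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Trp63* it was -1.15 (standard error 0.31, adjusted p = 0.0894 from the same edgeR test). Neither of these passed the adjusted threshold of 0.05, and nor did *Id1*, *Ovol1* or *Csnk2b*, with log2 fold changes of 1.02, 0.56 and 0.16. Among the fits without the capture run in the model, *Trp63* did pass without Tom− run 2 and with thinned counts in the sums, and *Hes1* without Tom− run 1. The value of *Ovol1* was -0.08 without Tom+ run 2, and that of *Csnk2b* was -0.03 with a minimum of 5000 UMIs per cell. With the capture run in the model, *Trp63* and *Hes1* both passed, but the runs are not shown to pair the libraries.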

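The number of differentiation genes with UMIs among *Krt10*, *Krt1*, *Krtdap*, *Mt4*, *Ptgs1* and *Sbsn* was counted in each thinned cell. Of the 161 sorted cells, 33 had none of the 6, and 24, 15, 14, 25, 34 and 16 cells had 1, 2, 3, 4, 5 and 6 of them. Every number from 0 to 6 was thus represented over the cells of all libraries, with the fewest cells at 3. This minimum depends on the mix of sorts. Exactly 3 genes were seen in 14.3% and 13.8% of the Tom+ cells of runs 1 and 2. Among Tom− cells the shares were 0% and 2.08%. None of the genes was seen in 25.0% and 58.3% of the Tom− cells of runs 1 and 2 and in no Tom+ cell. All 6 were seen in 14.3% and 15.5% of the Tom+ cells and in 10.0% and 0% of the Tom− cells. Mean numbers per bin ran from 2.00 ± 0.816 (SD over 7 cells) in bin 1 to 4.78 ± 1.92 (SD over 9 cells) in bin 6 in run 1. In run 2 they ran from 1.25 ± 1.68 (SD over 20 cells) to 4.44 ± 1.62 (SD over 18 cells). Between bins 4 and 5 the mean decreased in both runs, from 4.00 to 3.43 and from 3.42 to 3.31. The number of genes seen depends on depth as well as on expression, since a gene with few transcripts can be missed in a cell thinned to 2000 UMIs.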

Our results indicate that, instead of discrete intermediate cell states, basal cells differentiate through a series of progressive transcriptional changes, raising questions about how previously proposed differentiation-primed progenitors (that is, Involucrin-CreER traced cells^1,2^) fit within this continuum. Thus, we acquired our ITGA6-sorted dataset from Involucrin-CreER traced (committed; Tom^+^) and non-traced cells (non-committed; Tom^−^) (Extended Data Fig. 4a). 

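The count tables hold a row for tdTomato and a row for Cre, which check the sort against the transcripts. At full depth, tdTomato UMIs were found in 16 of 35 cells of Tom+ run 1, or 45.7% (28.8% to 63.4%), and in 29 of 58 cells of Tom+ run 2, or 50.0% (36.6% to 63.4%). No cell of Tom− run 1 had one, which allows a share of up to 15.0% of its 20 cells, and 3 of 48 cells of Tom− run 2 did. Cre UMIs were present in 28.6% and 32.8% of Tom+ cells and in 10.0% and 22.9% of Tom− cells of runs 1 and 2. The libraries of a group differed from each other by more than counting noise, with a chi-square per degree of freedom of 2.37 between the Tom+ libraries over 5978 genes and 2.30 between the Tom− libraries over 4233 genes.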

The majority of Tom^+^ basal cells indeed mapped with the *Krt10*^+^/*Mt4*^+^ cells and the majority of Tom^−^ cells mapped with basal *Krt14*^+^ cells (Fig. 2h,i and Extended Data Fig. 5h,i), suggesting that the Involucrin-traced cell population largely represents committed cells but not necessarily a discrete progenitor cell state.

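A cell was counted as *Krt10*+/*Mt4*+ when it was *Krt10* positive and had at least 1 *Mt4* UMI after thinning. This held for 42.9% (26.3% to 60.6%) and 51.7% (38.2% to 65.0%) of Tom+ cells in runs 1 and 2 and for 15.0% (3.21% to 37.9%) and 4.17% (0.509% to 14.3%) of Tom− cells. The mean difference between Tom+ and Tom− libraries was 37.7 percentage points, and it was 27.9 within run 1 and 47.6 within run 2. Both Tom+ libraries lay above both Tom− libraries, for which an exact two-sided permutation test gives p = 0.333, the smallest p that 2 libraries against 2 allow. *Krt10*-negative cells with *Krt14* UMIs made up 85.0% and 91.7% of Tom− cells and 25.7% and 36.2% of Tom+ cells. In the later 50% of pseudotime lay 65.7% (47.8% to 80.9%) and 62.1% (48.4% to 74.5%) of Tom+ cells and 40.0% (19.1% to 63.9%) and 27.1% (15.3% to 41.8%) of Tom− cells. The difference in this share was 30.4 percentage points (exact two-sided permutation p = 0.333), with 25.7 within run 1 and 35.0 within run 2. This difference was less firm than the marker-based share, and its direction partly rests on *Krt14* and *Krt10*, which set the start of the order. The mean over 20 other draws of the thinning was 23.7, with a range from 9.73 to 32.9. Reordering the cells without Tom− run 2 gave 4.58, and without Tom+ runs 1 and 2 it gave 11.1 and 12.7. With a minimum of 5000 UMIs per cell, which leaves 51 cells, the difference was -7.17. Both groups spanned almost the whole order, with the earliest Tom+ cell at 2.50% and the latest Tom− cell at 99.4% of the ordered cells. That Tom− cell had 27 *Krt14* and 0 *Krt10* UMIs after thinning, and another at 96.9% had 48 and 0. A Tom− cell at 98.1% had 0 *Krt14* and 16 *Krt10* UMIs. A late place in this order thus need not mean a differentiated cell.

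**Figure D2:**
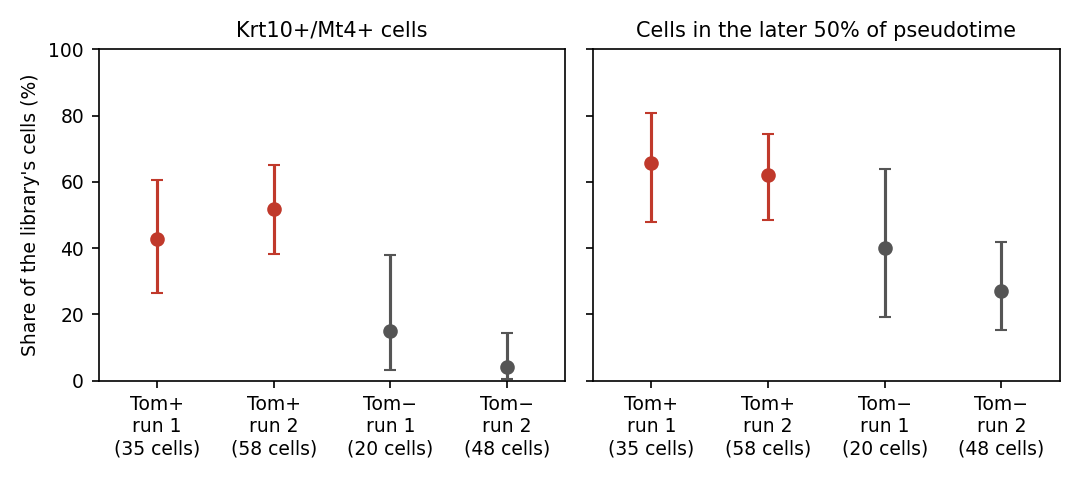
Share of each library's cells, in percent, that were *Krt10*+/*Mt4*+ (left) or in the later 50% of pseudotime (right), with 95% Clopper-Pearson intervals. The Tom+ libraries sit at 42.9% and 51.7% on the left and at 65.7% and 62.1% on the right, above the Tom− libraries in both plots.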

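Gene expression was compared between Tom+ and Tom− cells on UMI counts summed over the kept cells of each library. Of 3070 genes tested, 38 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 26 higher and 12 lower in Tom+ cells. The count was 65 without Tom− run 1, between 27 and 33 without any other library, and 8 with a minimum of 5000 UMIs per cell. Of the 22 genes that the paper names for this experiment, 18 could be tested and 6 passed, all of them differentiation genes and higher in Tom+ cells in both runs. With p-values adjusted over the list alone, 14 passed, which is not independent evidence for genes that the study discusses from these cells. *Krtdap* had a log2 fold change of 2.95 (standard error 0.27, adjusted p = 1.08e-06 from the edgeR test) and *Krt10* of 2.23 (standard error 0.30, adjusted p = 0.000174 from the same test). The log2 fold changes of *Sbsn*, *Krt1*, *Ptgs1* and *Mt4* were 2.77, 2.25, 2.15 and 1.57. *Mt4* and *Ptgs1* no longer passed without Tom− run 2, where their log2 fold changes were 0.98 and 1.62, nor did *Mt4* without Tom+ run 2 (1.31) and *Ptgs1* without Tom+ run 1 (1.98). Neither passed in the DESeq2 Wald test or with a minimum of 5000 UMIs per cell, and *Ptgs1* did not pass in limma-voom. *Krt14* had a log2 fold change of -0.81 (standard error 0.23, adjusted p = 0.0972 from the edgeR test) and did not pass. It passed in the DESeq2 Wald test with a log2 fold change of -0.80. With the capture run in the edgeR model, 116 genes passed, among them *Krt14* with -0.83. The runs are not shown to pair the libraries, so this fit is given as an alternative only. *Ivl*, *Lor*, *Cd34* and *Cebpb* had too few UMIs to be tested. Among the other genes past the threshold that changed the same way in both runs, the largest increases in Tom+ cells were those of *Skint5*, *Ly6g6c*, *Npl*, *Ptgr1* and *Hpgds*, with log2 fold changes of 3.71, 3.67, 3.30, 3.13 and 3.12. The largest decreases were -5.19 for *Adam8*, -2.93 for *Ntrk2*, -2.19 for *Ptprs*, -1.92 for *Slc6a6* and -1.89 for *Il1r2*. *Npl* had no UMIs in Tom− run 2 and *Adam8* none in Tom+ run 1, so their fitted values depend on the prior count of the fit. Of these 10 genes, only *Ly6g6c* passed the threshold with each library left out in turn. From the place of Tom+ cells among *Krt10*+/*Mt4*+ cells and of Tom− cells among basal *Krt14*+ cells on the trajectory (Fig. 2h,i), the paper proposes that Involucrin-traced cells are largely committed cells and need not form a discrete progenitor state.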

We next sought to investigate whether upregulation of differentiation genes precedes the downregulation of stem cell signature genes or vice versa. As splicing typically occurs co-transcriptionally 5–15 min after crossing an exon–intron junction^23,24^ we analysed spliced and unspliced *Krt10* and *Krt14* mRNA fragments during the defined differentiation process (Fig. 2j). Focusing on differentiation pseudotime stages that had both high *Krt10* and *Krt14* expression (bins 4–6), we observed that *Krt14* is still actively transcribed (unspliced mRNAs) in cells with high expression of mature (spliced) *Krt10* mRNA (Fig. 2j,k). Moreover, active transcription (unspliced) of both *Krt14* and *Krt10* mRNA can occur within the same cells (Fig. 2l). Additionally, *Krt14* transcription can remain active even in differentiating, *Krtdap*-expressing cells (Fig. 2j–l). 

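Without any ordering, thinned cells with UMIs of *Krt10* and none of another gene were counted, as were cells with the reverse. The difference between these shares equals the share of cells with *Krt10* minus the share with the other gene. It therefore does not show which gene appears first. *Krt10* without *Krtdap* was seen in 33 of the 161 sorted cells and *Krtdap* without *Krt10* in 3, a difference of 22.3 ± 15.1 percentage points (SD, n = 4 libraries). For *Mt4* there were 52 cells against 2 (32.5 ± 10.7 percentage points), for *Sbsn* 39 against 12 (17.1 ± 9.82) and for *Krt1* 19 against 6 (12.4 ± 18.6). The difference for *Krt1* was 0 in Tom+ run 1 and is smaller than the spread between libraries, and all of 20 other draws of the thinning gave a lower value, from 4.43 to 10.7. Without Tom− run 1 the differences were 10.4 for *Krtdap*, 20.8 for *Mt4*, 11.0 for *Sbsn* and 2.28 for *Krt1*. With a minimum of 5000 UMIs per cell, they were 11.3 ± 15.7 for *Krtdap*, 14.7 ± 13.4 for *Mt4*, 5.67 ± 13.0 for *Sbsn* and 13.5 ± 13.4 for *Krt1*. Those for *Krtdap* and *Sbsn* were then smaller than the spread between libraries. *Krt10* had more UMIs than most of these genes, which alone makes it visible in more cells. With *Krt10* and the other gene thinned to the same number of UMIs in each library, the mean difference was 16.0 ± 4.78 percentage points for *Krtdap* and 13.4 ± 3.74 for *Mt4* (SD, n = 4), above 0 in all 4 libraries. It was 4.10 ± 12.9 for *Krt1*, above 0 in 2 libraries, and 3.83 ± 7.24 for *Sbsn*, above 0 in 3, with 22.2 for *Krt1* in Tom− run 1 and 14.7 for *Sbsn* in Tom+ run 2. On average over libraries and at matched counts, an excess of cells with *Krt10* alone was thus detectable against *Krtdap* and *Mt4* and not against *Krt1* or *Sbsn*. At matched counts such an excess means that *Krt10* UMIs were spread over more cells, which leaves the order of appearance open.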

In sum, this fine-tuned differentiation trajectory appoints *Krt10* expression at the molecular onset of a continuum of transcriptional changes associated with epidermal differentiation.

Further, analysis of the cell cycle stages revealed that approximately 15% of *Krt10*-expressing cells are actively proliferating (Extended Data Fig. 7a–c). *Krt10*^+^ cells account for ~24% of the S/G2/M phase population (Fig. 3a,b), while K10 protein is detectable in 9–19% of these cells (Fig. 3c,d and Extended Data Fig. 7d–g). Through detailed timelapse imaging, we observed that K10^+^ cells undergo mitosis parallel to the basement membrane and produce daughter cells that are fully integrated within the basal layer and retain reporter expression (Fig. 3e and Supplementary Video 1). Moreover, 20% of all divisions were performed by reporter-positive cells (Extended Data Fig. 7h). Conversely, 22% of cells that induced K10 reporter expression underwent division as a subsequent behaviour (Extended Data Fig. 7i). In the 5 days following their birth, most daughter cells (78%) from K10^+^ divisions had delaminated, completing the differentiation trajectory begun by their mother cell (Fig. 3f,g). More rarely (12%), daughter cells underwent an additional round of division. In cases when daughters from these subsequent divisions could be further tracked, we often witnessed them also delaminating (Extended Data Fig. 7j). These results contrast with K10^−^ divisions, where 33% of daughters delaminated and 53% divided in the same time frame (Fig. 3g). Overall, of the 266 daughter cells whose subsequent behaviour after birth could be resolved within 5 days, 51% delaminated and 49% divided (Extended Data Fig. 7k), indicating that the population tracked in our short-term revisits is representative of the homeostatic basal population.

**Fig. 3:**
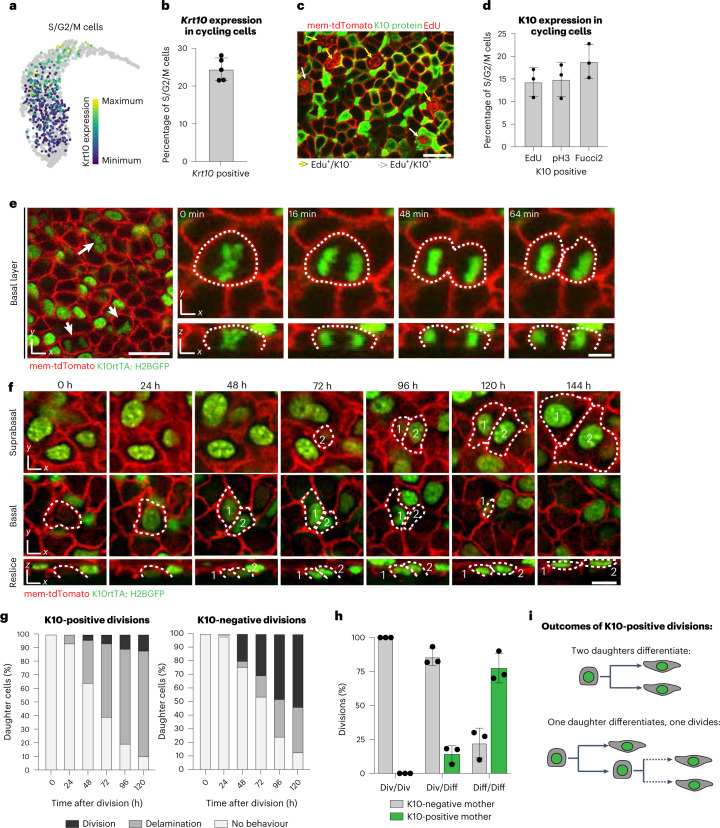
Differentiation-committed cells proliferate during homeostasis. **a**, UMAP showing *Krt10* gene expression levels in all cycling (S/G2/M) epidermal cells from the Joost 2020 dataset. **b**, Quantification of *Krt10*-positive cells (cut-off 1.84, Methods) within the proliferative cell population (S/G2/M) from the Joost 2020 dataset. Graph represents average of independent experiments from *n* = 5 mice. **c**, Representative whole-mount staining of EdU incorporation (red nuclei), K10 (green) and mem-tdTomato (red membrane) showing both EdU-positive, K10-negative (yellow arrows) and EdU-positive, K10-positive (white arrows) basal cells. Scale bar, 20 µm. **d**, Proportion of actively cycling cells (indicated by EdU, pH3 or Fucci2 mVenus-hGem positivity) that also express K10 protein. Graph represents average from one independent immunostaining experiment using *n* = 3 mice for each proliferative marker. Error bars indicate s.d. **e**, Single timepoints (left) or stills from timelapse imaging (right) show K10-reporter-positive (green) mitotic figures, indicated by white arrows (left) or dotted lines (right). Timelapse imaging captures K10 reporter positive divisions generating two basal daughter cells. Membrane is visualized with mem-tdTomato (red). Scale bars, 20 µm (large field of view) or 5 µm (timelapse stills). **f**, Representative images of a revisited basal cell as it induces K10 reporter expression and divides to produce two daughter cells (numbered 1 and 2) that exit the basal layer. Scale bar, 10 µm. **g**, Cumulative daughter fates in the first 5 days following K10-reporter-positive and K10-reporter-negative divisions. *N* = 76 cells from three mice (K10-reporter-positive divisions) and 228 cells from three mice (K10-reporter-negative divisions). **h**, Quantification of division modes as asymmetric (div/diff), symmetric with both daughters differentiating (diff/diff), or symmetric with both daughters dividing (div/div) from all division events where the subsequent behaviour of both daughters could be resolved in later revisits. Graph represents average of *n* = 3 imaged mice. **i**, Schematic of daughter cell fates after K10-reporter-positive divisions. For bar graphs in **b**, **d** and **h**, error bars are mean ± s.d. Source data

We next focused on basal K10-reporter-positive divisions to understand how they contribute to asymmetric or symmetric fate outcomes (Extended Data Fig. 1b, right)^1,8^. Among divisions where the behaviour of both daughter cells could be resolved in subsequent days of imaging, K10^+^ mother cells produced 76% of all divisions with two symmetrically differentiating daughters, 18% of all asymmetric divisions and no divisions with symmetrically dividing daughters (Fig. 3h,i). This preponderance of symmetric, differentiation-fated divisions contrasts with the largely asymmetric, self-renewing mode of division that has been proposed to characterize differentiation-primed progenitors in other models^1,2^. Together these results indicate that, although K10 reporter expression signifies commitment to eventually delaminate, differentiating cells remain capable of dividing to generate short-term lineages of basal daughter cells fated to delaminate.

We next sought to understand whether differentiating cells, just like their undifferentiated neighbours, divide owing to basal layer density changes when nearby cells delaminate^25^ (Fig. 4a). To test this, we quantified the behaviours taking place within 10 μm (a one-cell distance) preceding K10-reporter-positive division events. If these divisions occur in response to a neighbouring delamination, they should be preceded by the net loss of one nearby cell. If K10^+^ divisions occur cell autonomously, or in response to other cues, this imbalance will not be observed (Fig. 4a). Notably, a clear net loss of one neighbour preceded K10^+^ divisions, just like those of K10^−^ cells, indicating that differentiating basal cells indeed divide as a response to delamination in their local neighbourhood (Fig. 4b and Extended Data Fig. 8a).

**Fig. 4:**
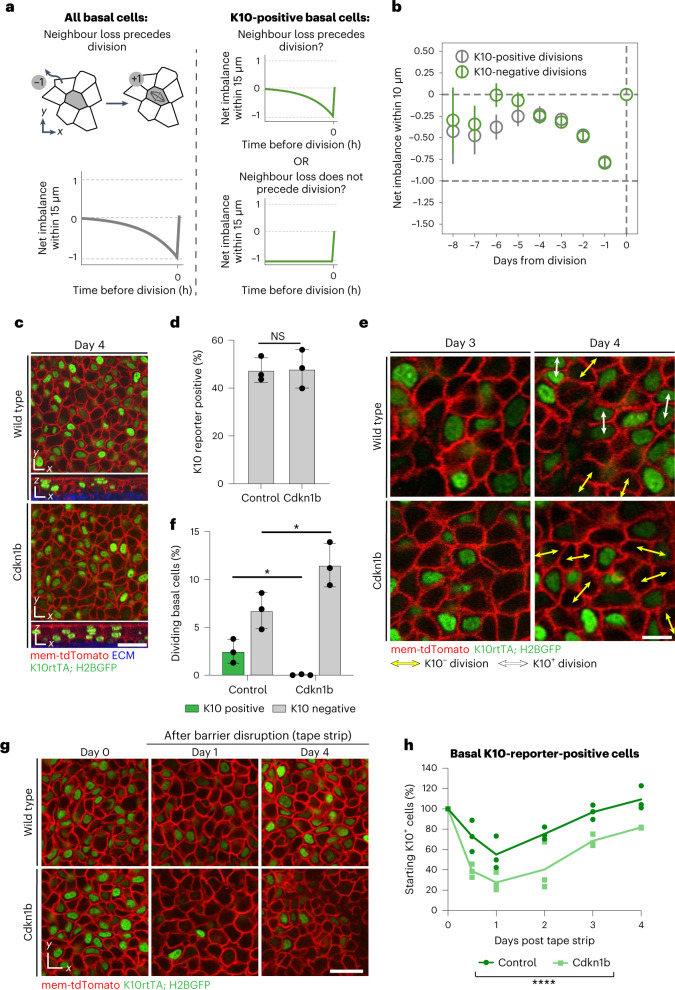
Contributions of differentiating cell proliferation to tissue homeostasis and recovery. **a**, Possible neighbour imbalance scenarios in the days preceding K10-reporter-positive divisions. Cumulative neighbour loss through delamination (−1) and neighbour gain through division (+1) was scored in the days leading up to divisions (Methods). If K10-reporter-positive cells, like the basal population as a whole (left), proliferate in response to neighbour loss, imbalance will drop to −1 before division (right, top green line). If K10-reporter-positive cells are unaffected by neighbour loss, imbalance will not decrease before division (right, bottom line). **b**, Fate imbalance leading up to division events. *N* = 306 reporter-negative and 115 reporter-positive cells from two mice. **c**, Control (K10rtTA; pTRE-H2BGFP) and Cdkn1b (K10rtTA; pTRE-H2BGFP; pTRE-Cdkn1b) epidermis after 4 days of doxycycline administration. K10 reporter is shown in green and membrane shown with mem-tdTomato (red). Scale bar, 25 μm. **d**, Percentage of basal cells expressing the K10 reporter in control and Cdkn1b mice after 4 days of doxycycline administration. Student’s two-tailed *t*-test, *P* > 0.05. NS, not significant. Graph represents average of *n* = 3 imaged mice. **e**, Revisited basal regions from control and Cdkn1b mice between day 3 and day 4 of doxycycline administration, showing K10-reporter-negative divisions (yellow arrows) and K10-reporter-positive division (white arrows). Membrane shown with mem-tdTomato (red). Scale bar, 10 µm. **f**, Percentage of basal cells undergoing K10-reporter-positive and K10-reporter-negative divisions in control and Cdkn1b mice between day 3 and day 4 of doxycycline administration. Student’s two-way *t*-test comparing K10-reporter-positive divisions (green bars, *P* = 0.027) and K10-reporter-negative divisions (grey bars, *P* = 0.046). Graph represents average of *n* = 3 imaged mice. **g**, Revisited basal regions from control and Cdkn1b epidermis before and after barrier disruption via tape stripping. Membrane shown with mem-tdTomato (red). Scale bar, 10 µm. **h**, K10-reporter-positive basal cells within 200 µm × 200 µm basal regions following tape stripping in control and Cdkn1b mice, normalized to day 0 values. ANOVA for linear models, *F*-test *P* = 2 × 10^−6^. For **d**, **f** and **h**, *n* = 2 regions (200 µm × 200 µm) per mouse from at least three mice per genotype, and error bars are mean ± s.d. Source data

To directly test the role of K10^+^ divisions during epidermal homeostasis, we used the *Krt10* promoter to induce the cell cycle inhibitor *Cdkn1b* (or *p27*) (ref. ^26^) in differentiating cells and monitored these cells with the K10 reporter (*K10rtTA*; *pTRE-Cdkn1b; pTRE-H2BGFP*) (Extended Data Fig. 8b). CDKN1B induction caused a rapid and penetrant block of proliferation in K10^+^ cells (Extended Data Fig. 8c) but did not alter epidermal thickness or expression of terminal markers (Extended Data Fig. 8d,e). The number of delaminating cells was comparable in tissue with and without CDKN1B induction, and all cells acquired K10 reporter expression before delamination regardless of genotype (Extended Data Fig. 8f,g), demonstrating that cell division is not required for the later maturation nor delamination of differentiating cells. Most interestingly, expression of CDKN1B did not affect the number of K10-reporter-positive basal cells (Fig. 4c,d), indicating that the size of the differentiating cell pool is maintained even when these cells are entirely unable to divide. Notably, the number of new K10-reporter-positive cells that emerged over a 24 h period was significantly higher in Cdkn1b mice (Extended Data Fig. 8h,i), and the number of basal cells expressing *Krt10*^*dim*^ mRNA within the K10-reporter-negative population was increased (Extended Data Fig. 8j,k), suggesting a more rapid onset of differentiation-associated transcriptional changes in these mice. Thus, in the absence of amplifying K10 divisions, an increased number of basal cells initiate differentiation to maintain the size of the differentiating cell pool.

To next understand how the density of the basal layer was maintained even after 4 days of CDKN1B induction (Extended Data Fig. 8l), we directly tracked the number of cell divisions taking place in Cdkn1b versus control tissue over a 24 h period. We found that K10^−^ basal cells in the Cdkn1b epidermis increased their proliferation rate to equal the number of divisions performed by both K10^+^ and K10^−^ cells in control tissue (Fig. 4e,f). These results indicate that the homeostatic need for proliferation is normally satisfied by the contribution of both differentiating and undifferentiated cells. Thus, proliferation of differentiating cells in the adult epidermis occurs as a consequence of the need to replace delaminating basal neighbours, and not as part of an obligate transit-amplifying programme that fuels proper numbers of differentiating cells.

Finally, we evaluated the behaviours of differentiating basal cells in response to disruption of the epidermal barrier using tape stripping (Extended Data Fig. 9a). This perturbation caused a reduction of basal cell density (Extended Data Fig. 9b) due to a 40% depletion of K10^+^ basal cells through a rapid wave of delaminations within 24 h (Fig. 4g,h and Extended Data Fig. 9c). Notably, the differentiating basal pool in wild-type epidermis was quickly replenished to homeostatic levels within 3 days (Fig. 4g,h) through a combination of increased K10^+^ cell divisions and increased de novo K10 expression (Extended Data Fig. 9d–f). We observed a more severe initial reduction of the basal cell density and basal K10^+^ population when we performed the same perturbation in Cdkn1b epidermis (Fig. 4g,h and Extended Data Fig. 9b), indicating that K10^+^ cell divisions help to initially buffer the basal layer from excessive K10 cell loss. Consequently, Cdkn1b tissue was delayed in its ability to recover this population compared with wild-type epidermis (Fig. 4h and Extended Data Fig. 9b), and more undifferentiated basal cells initiated K10 expression in Cdkn1b tissue than in wild-type controls (Extended Data Fig. 9d,e). Thus, proliferation of K10^+^ basal cells helps replenish the differentiating cell pool during recovery after barrier disruption.

In summary, this study demonstrates the continuous, progressive and multi-day nature of the transcriptional changes associated with basal cell differentiation, reveals the cell-to-cell variability in the timing and behaviours associated with this process, and indicates that the onset of K10 expression both precedes downregulation of stem cell genes and marks cells committed to leaving the basal layer. We also show that the initiation of differentiation is both temporally and functionally uncoupled from cell cycle exit, with a subset of K10^+^ cells undergoing proliferation in response to local density changes. When this proliferative capacity is blocked, differentiating cells remain capable of maturing and stratifying normally, and the nearby stem cells compensate through increased rates of proliferation and differentiation. Even upon acute barrier disruption, the differentiating population recovers with only a mild delay when K10^+^ divisions are blocked.

Despite representing a robust marker of early basal cell differentiation, K10-deficient epidermis stratifies normally and forms a well-developed barrier^27,28^. Previous work has indicated highly complex transcriptional regulation of K10 expression via factors such as the TFAP2 and CEBP TF families and the Notch pathway^29–34^. Using SCENIC^35^ to analyse potential regulons, we identified several TFs that could play an important role in initiating differentiation and/or inhibiting stemness-related genes (Extended Data Fig. 6 and Methods), including *Cebpb*, *Bhlhe40*, *Hes1*, *Id1*, *Ovol1* and *Trp63*^19,31,36–38^, and the interesting additional candidate *Csnk2b*, which plays a role in astrocyte differentiation^39^. Future studies that combine in vivo imaging of K10 dynamics with more precise spatial and temporal manipulation will help to unravel the upstream mechanisms driving epidermal stem cell differentiation.

Our results demonstrate that all delaminating cells transition through a K10-positive state in which they retain a limited capacity to divide, but proliferation is not necessary for their further maturation or stratification. This argues against the presence of a long-lived and functionally distinct committed epidermal progenitor population. At the same time, we reveal direct evidence of a molecular heterogeneity among the proliferating basal population. This helps to clarify the distinct results obtained by different lineage tracing approaches^1–4^, and explains the strong temporal correlation in lifetimes between sister cells that both go on to delaminate^10^. Taken together, our results reveal that a single continuous differentiation process shaped by feedback from the local environment fuels epidermal turnover.

## Methods

### Mice and experimental treatment

*mTmG*^40^, *K14-CreER*^41^, *tetO-Cdkn1b*^26^, *Ivl-CreERT2* (ref. ^42^) and *R26-tdTomato*^43^ mice were obtained from the Jackson Laboratory. *K10-rtTA*^15^ mice were obtained from T. Lechler (Duke University), *pTRE-H2BGFP*^44^ mice were obtained from E. Fuchs (Rockefeller University), *Lifeact-GFP*^45^ mice were obtained from R. Weigert (National Institute of Dental and Craniofacial Research, National Institutes of Health (NIH)), *GFP-NMMIIB*^46^ mice were obtained from R. Adelstein (National Heart, Lung, and Blood Institute, NIH) and *R26p-Fucci2* (ref. ^47^) mice were obtained from S. Aizawa (RIKEN). *K14-H2BmCherry*^48^ mice were generated in the laboratory and described previously. To visualize clonally labelled basal cells as they delaminate, *K14CreER; mTmG* mice were given a single dose of tamoxifen (20 μg/g in corn oil) 3 days before imaging. *IvlCreERT2; R26-Tomato* mice were treated with tamoxifen once at 8 weeks (0.2 mg g^−1^ in corn oil intra-peritoneally; Sigma Aldrich, catalogue number T5648), 2 days before cell isolation. To visualize K10 expression, *K10-rtTA*; *pTRE-H2BGFP*; *mTmG* mice were given doxycycline (2 mg ml^−1^) in drinking water with 2% sucrose continuously, starting 3 days before imaging. To block proliferation in the K10-positive population, littermates were genotyped to identify mutant (*K10-rtTA*; *pTRE-H2BGFP*; *mTmG; tetO-Cdkn1b)* and control (*K10-rtTA*; *pTRE-H2BGFP*; *mTmG)* mice. Animals were given doxycycline (2 mg ml^−1^) in drinking water with 2% sucrose continuously for the times specified. To disrupt the epidermal barrier via tape stripping, standard coloured lab tape (Fisher Scientific) was applied to the surface of the ear skin and removed in ten sequential repetitions. All mice used in this study were between 6 and 10 weeks old and were maintained either on a CD1 background (intra-vital imaging) or C57BL/6J background (single-cell RNA sequencing, scRNA-seq). Mice from experimental and control groups were randomly selected from either sex for live imaging experiments. Data collection and analysis were not performed blind to the conditions of the experiments. All procedures involving animal subjects were performed under the approval of the Institutional Animal Care and Use Committee of the Yale School of Medicine or the Linköping Animal Ethics Committee in accordance with Swedish legislation.

### In vivo imaging

All imaging was performed in distal regions of the ear skin during prolonged telogen, with hair removed using depilatory cream (Nair) ≥3 days before the start of each experiment. Mice were anaesthetized with vapourized isofluorane delivered by a nose cone. Image stacks were acquired with a LaVision TriM Scope II (LaVision Biotec) laser scanning microscope equipped with both a Chameleon Vision II and Discovery two-photon lasers (Coherent). For collection of serial optical sections, the laser beam was focused through a 40× water immersion lens (Nikon; numerical aperture 1.15) and scanned with a field of view of 0.3 mm × 0.3 mm at 600 Hz. *z*-Stacks were acquired with 0.5–1 µm steps to image a total depth of ~40 µm of tissue, covering the entire thickness of the epidermis. Visualization of ECM was achieved via second harmonic signal using the blue channel at 940 nm imaging wavelength. To follow the same epidermal cells over multiple days, inherent landmarks of the skin together with a micro-tattoo were used to navigate back to the same epidermal regions every 12 or 24 h. For time-lapse imaging, serial optical sections were obtained in a range of 5–8 min intervals for a total duration of 1–3 h.

### Image analysis

For quantifications in Figs. 1, 3, and 4c–h and Extended Data Figs. 1–5 and 7–9, raw image stacks were imported into Fiji^49,50^ for further analysis. Basal footprint and suprabasal spreading were quantified by manually outlining cell boundaries directly above the ECM signal and at the widest section in the top half of each cell, respectively. K10 reporter levels were quantified by measuring H2BGFP signal intensity at the widest plane of each cell nucleus. All values shown in this paper represent absolute fluorescence (with the exception of Fig. 4b; see below), and the same cut-off for positivity was applied to all cells within each experiment (1,500 for Figs. 1 and 3; 2,000 for Fig. 4c–h; for details of threshold for Fig. 4b, see below). K10 protein levels in whole-mount images were quantified by measuring average cytoplasmic signal intensity at the midpoint of each cell. Cell behaviours were tracked by visually comparing epidermal regions at subsequent timepoints, and cells were scored as suprabasal at the first timepoint when they made no observable contact with the underlying ECM signal. Prism software (GraphPad) was used to graph data and perform statistical analysis.

To track dynamics in the basal layer for Fig. 4b, we adapted the procedure from ref. ^25^. To height correct the 3D images, we first Gaussian blurred the signal from the ECM (mouse 1) or the epidermal cell nuclei (K14H2BmCherry) (mouse 2) spatially in the *xy* plane (width 6 μm) to create a 3D mask representing the region covering the whole epidermis. We then defined the height of the interface between the epidermis and the dermis from the 3D mask and subtracted this height from the original 3D data to level the basal layer position. From the height-corrected 3D images, we took three consecutive z-positions containing the nuclei of all the basal layer cells and averaged the intensity over the three slices to obtain 2D images in each channel. We calculated the local minima or maxima of the epithelial cell membranes (mem-tdTomato) or epithelial cell nuclei (K14H2BmCherry) to represent the cell positions in mouse 1 or mouse 2, respectively, and automatically corrected the shifts between time frames by minimizing the square distance between the nearest cell positions across the frames. The intensity of K10 reporter in the nucleus was calculated by taking the mean of the H2BGFP signal within a circle of 3 μm radius around the cell position (mouse 1) or by taking the sum within the segmented cell regions (mouse 2). After dividing the K10 signal levels by the mean within dividing cells for each region, we manually set a threshold to define cell divisions with high K10, as shown in Supplementary Fig. 8A (13 out of 49 cell divisions in mouse 1, 102 out of 374 cell divisions in mouse 2).

To assess neighbour fate imbalance before cell division, we took the sum over the net imbalance of the fates in the frames leading up to each division event. The net imbalance was calculated by taking the timepoint right after the division as zero, and going back in time while adding one (differentiation) or subtracting one (division) whenever there was a fate event within in the 10 μm neighbourhood of the division event of interest. We then averaged this net imbalance track over all the division events in mice 1 and 2. The error bar represents the fluctuation of net imbalance over each division event.

Single-molecule FISH image quantification was performed with the Cell Counter plugin in Fiji, and results were analysed with custom Python scripts. All quantifications were performed on *n* = 3 biological replicates.

### Immunostaining

To isolate epidermis for whole-mount staining, ear and dorsal skin were incubated in 5 mg ml^−1^ dispase II solution (Sigma, 4942078001) at 37 °C for 10 min or 4 °C overnight, respectively, and the epidermis was separated from dermis using forceps. Epidermal tissue was fixed in 4% paraformaldehyde in PBS for 45 min at room temperature, washed in PBS, permeabilized and blocked for >1 h (0.2% Triton-X, 5% normal donkey serum and 1% BSA in PBS) and then incubated in primary antibodies overnight at 4 °C and secondary antibodies for 3 h at room temperature. For histological analysis of terminal differentiation markers, 10% formalin-fixed, paraffin-embedded (FFPE) skin was cut in 5 μm sections. Primary antibodies used were as follows: rabbit anti-K10 (1:1,000; Biolegend Poly19054), guinea pig anti-K10 (1:400; Progen GP-K10), rabbit anti-pH3 (1:1,000; Millipore 06-570), chicken anti-GFP (1:1,000; Invitrogen A10262), rabbit anti-involucrin (1:750; Biolegend Poly19244) and rabbit anti-loricrin (1:1,000; Biolegend Poly19051). All secondary antibodies used for immunofluorescence were raised in a donkey host and were conjugated to AlexaFluor 488, 568 or 647 (1:400; Thermo Fisher A78950, A21206, A10042, A31573, A21202, A10037 or A31507). When used, AlexaFluor 647 Phalloidin (Thermo Fisher) was incubated at the same time as secondary antibodies. 5-Ethynyl-2′-deoxyuridine (EdU) was administered via intra-peritoneal injection (50 μg g^−1^ in PBS) 2 h before collecting tissue, and EdU labelling was performing using the Click-iT AlexaFluor 568 kit (Thermo Fisher) according to the manufacturer’s instructions. Fixed whole-mount tissue was mounted on a slide with Vectashield anti-fade mounting medium (Vector Laboratories) with a #1.5 coverslip. For brightfield immunohistochemistry, biotinylated species-specific secondary antibodies followed by detection using the ABC kit (Vector Labs) and DAB kin (Vector Labs) were used according to the manufacturer’s instructions.

### FISH

smRNA-FISH was performed using the RNAscope Multiplex Fluorescent Detection Kit v2 (323100, Advanced Cell Diagnostics) according to the manufacturer’s instructions using tyramide signal amplification (TSA) with Cy3, Cy5 and/or fluorescein (NEL760001KT, Perkin Elmer) on FFPE sections of dorsal skin. FFPE sections were hybridized with combinations of the following mRNA probes (all from Advanced Cell Diagnostics): Krt10 (457901 and 457901-C2), Krt14 (422521-C3), Krt5 (547901), Mt4 (447121-C3) and Krtdap (500671), together with cell membrane counterstaining using WGA (1:50, 29028-1 and 29059-1, Biotium). RFP (1:100, 600-401-379, Rockland) and GFP (1:200, ab13970, Abcam or 1:100 Cell Signaling 2965) immunohistochemistry was performed together with smRNA-FISH stainings according to manufacturer’s instructions with secondary antibodies that were raised in donkey or goat host and conjugated to AlexaFluor 405, 488, 546 or 647 (1:500; Thermo Fisher A10040, A11008, A21245 or A31556). Stainings were performed on skin samples isolated from the same mice that were used for ITGA6-sorted cell sequencing, wild-type 8-week-old mice, K10rtTA; pTRE-H2BGFP mice, or Cdkn1b mice and their respective controls. Images were acquired on a Nikon A1R spinning disk confocal as tiled images (10–15% overlap) and stitched by NIS Elements. Subsequently, all images were processed in the same way (maximum intensity projection, brightness adjustment and pseudocolouring) using Fiji^36,37^. In the case of Supplementary Fig. 8j, CDKN1B ear sample *Krt10* staining bled through into the *Krt14* channel, which was corrected for by subtracting *Krt10* staining intensities from *Krt14* intensities.

### scRNA-seq and library preparation

For the scRNA-seq, epidermal cells were isolated from the back skin of 8-week-old *Ivl*-traced mice as described previously^19^. Cells were stained for 1 h with CD49f (Itga6)-AlexaFluor 647 (1:50; BD Biosciences; catalogue number 551129), Sca1(Ly6a)-PeCy7 (1:50; BD Biosciences; catalogue number 558162) and Cd34-FITC (1:50; BD Pharmingen catalogue number 553733) and Sytox blue (1:1,000; Life Technologies catalogue number S34857) was added just before (2 min before) FACS sorting on FACSAria III machine with BD FACSDiva 8.0.1 software (BD Biosciences). Tomato-traced and non-traced live cells gated for ITGA6^+^/SCA1^+^/CD34^−^ were collected in 400 μl Defined Keratinocyte serum-free medium (Thermo Fisher, catalogue number 10744019) with 1% DNaseI (Stem Cell Technologies, catalogue number 07900), loaded into Fluidigm C1 chips (Fluidigm) for library preparation and sequenced as described previously^19^.

### Data analysis

Pre-processing of the sequencing results into count matrices was performed as in ref. ^19^, and all subsequent data analysis was performed using Scanpy^51^. From the previously published datasets^19,20^ only cells that were categorized as ‘interfollicular epidermis cells’ (IFE) were included. Each dataset (ITGA6 sorted, Joost 2016 and Joost 2020 main dataset) was separately normalized using size factors and logarithmitized (ln(*X* + 1)), before filtering out non-expressed genes. 

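In the kept cells, ERCC spike-ins made up a median of 2.04% and 1.99% of counts in Tom+ runs 1 and 2 and 2.48% and 3.27% in Tom− runs 1 and 2. These percentages, the log of the total counts and the cell cycle scores were regressed out before the sorted cells were ordered. Without this regression, the share of cells in the later 50% of pseudotime differed by 38.1 percentage points between Tom+ and Tom− libraries.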

Further, each dataset was regressed for the effects of total counts per cell, percentage of External RNA Controls Consortium (ERCC) spike-in counts for the ITGA6-sorted and Joost 2016 datasets (Fluidigm C1 based), and cell cycle (as scored by ‘score_genes_cell_cycle’ method). To combine all data, we first merged the C1-based datasets using the shared genes from the top 4,000 highly variable genes from each individual dataset. For integrating the Joost 2020 dataset, we used genes present in the C1-merged data. To compensate for the lower per-cell read counts in the Joost 2020 dataset (10x Chromium based), Scanpy implementation of MAGIC imputation^52^ was used with the following parameters specified: *k*-nearest neighbour (kNN) = 10; *t* = 2. This merged and imputed dataset revealed a small outlying group of cells (*n* = 9 cells) and a population of infundibulum cells (*n* = 147 cells), which were removed from subsequent analysis (Jupyter notebook). Cell cluster classification was performed on the imputed data using the previously defined differentiation trajectory from Joost 2016 as a reference. A kNN classifier (Scikit-learn^53^) was used to assign the cluster identity of cells from the ITGA6-sorted and Joost 2020 datasets according to the reference dataset with the following parameters specified: kNN = 20; weight = ‘distance’. For gene expression analyses, raw count matrices were log-normalized and downsampled to 2,000 counts per cell, compensating for the higher read counts in Fluidigm C1-based datasets, and merged. Pseudotime analysis was performed using diffusion pseudotime implementation in Scanpy^51,54^ and by ordering cells on the basis of their position along the pseudotime. The cut-off for basal and suprabasal populations was defined by the 95th percentile of ITGA6-sorted cells on the ordered differentiation pseudotime. The cut-off for cells to be classified as *Krt10* positive was defined by the mean expression of *Krt10* in all cells (1.84 log-normalized counts). 

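In the 161 sorted cells alone, mean *Krt10* expression was 1.44 ± 1.20 (SD over cells) on the ln(UMI + 1) scale after thinning to 2000 UMIs. With this mean as the cut-off, 46.0% of sorted cells were *Krt10* positive as the mean of the 4 libraries.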

For further analysis of gene expression over pseudotime, cells were grouped into six and four equally sized bins for basal and suprabasal populations, respectively. Fitted gene expression trends along the pseudotime were compared with the average expression levels in bin 1 (considered to be the most basal) and plotted as the change (log normalized) compared with this baseline expression. Spliced and unspliced mRNA analysis was performed on the annotated dataset from Joost 2020 (mapped with Velocyto package^55^). To avoid any bias due to sequencing methods used and by merging the datasets, cell cycle analysis was performed on the largest dataset (before regression), covering males and females of different ages^20^. Cell cycle phase was assigned with ‘score_genes_cell_cycle’ using a cut-off of 0.05 for positive classification. For mapping the Aragona et al. 2020 dataset onto our differentiation timeline, only those cells defined in Aragona et al. as ‘basal IFE’, ‘cycling IFE’ and ‘suprabasal IFE’ were included (log-normalized and subset to include only genes that are expressed in all datasets). Finally, each dataset was independently scaled to unit variance and zero mean before mapping the Aragona et al. dataset to our combined uniform manifold approximation and projection (UMAP) using ingest implementation in Scanpy.

### SCENIC analysis

SCENIC analysis was performed using the pySCENIC (v0.11.2) Python package together with Scanpy (v1.7.2) and loompy (v3.0.6) for data processing and visualization. Overall, the analysis was performed as described in the full SCENIC analysis example and the extended analysis examples with default parameters. Network inference was performed with GRNBoost2 algorithm using the downsampled dataset from our analysis and the murine TF list (mm_mgi_tfs.txt) supplied by SCENIC. Regulon and motif prediction was done within 10 kb of the transcription start site, using the following databases (from cisTarget): mm10__refseq-r80__10kb_up_and_down_tss.mc9nr.feather and motifs-v9-nr.mgi-m0.001-o0.0.tbl. Unfortunately, we did not find enriched motifs with a clear link to differentiation (for example, targeting *Krt10*) during the downstream analysis.

To identify differentiation associated TFs and their potential target genes, we performed the following analysis. (1) Find genes that are correlated with *Krt10* expression (Pearson *r* > 0.3) during the earliest differentiation steps (bins 2, 3 and 4). (2) Identify TFs that target any of these differentiation-associated genes (based on the adjacency list from GRNBoost2 analysis), and include genes that are targeted by the same TF. (3) Give each cell a score based on the expression levels of the target genes for each of the TF (using scanpy.tl.score_genes() function). Note that this step in SCENIC analysis includes genes that are both up- and downregulated during the differentiation process (that is, TF expression levels can be used to predict the expression of the gene), so the resulting target gene list also included several basal-layer-associated genes (that is, *Krt14*, *Krt5*, *Col17a1*, *Mt2* and so on). To show only the relationships between TF and differentiation, we first identified differentially expressed genes (using scanpy.tl.rank_genes_groups()) in bin 1 (adjusted *P* value < 0.05, log fold change >0.5) and excluded them from gene scoring.

### Statistics and reproducibility

Statistical parameters including the exact value of *n* for each experiment and statistical significance are reported in figure legends. Significance was determined using an unpaired Student’s *t*-test, pairwise Tukey’s honest significant difference (HSD) when multiple comparisons were made or analysis of variance (ANOVA) for the time-series analysis (see below). Asterisks denote statistical significance (*P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001). Statistical calculations were performed using the Prism software package (GraphPad), Scanpy for differential gene expression analysis or statsmodels (v0.12.2) library in Python for time-series analysis. No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in previous publications^10,19,20,25^. All figures represent data from at least three independent experiments from at least *n* = 3 mice, except Figs. 1b,c and 3h and Extended Figs. 1e, 7g and 8k, which represent data from one independent experiment with *n* = 3 mice.

Comparison of the effects of Cdkn1b mouse model on the number of K10^+^ basal cells (Fig. 4h) and basal cell density (Supplementary Fig. 9b) after tape stripping was performed as follows. First, cubic linear models were constructed (statsmodels.regression.linear_model.OLS) to explain the observed proportion of cells depending either only on the day after tape stripping (H_0_) or on a combination of the day and genotype (H_1_):

$${{{\mathrm{H}}}}_0:{Y}\sim {X} + {X}^2 + {X}^3$$

$${{{\mathrm{H}}}}_1:{Y}\sim \left( {{X} + {X}^2 + {X}^3} \right) \times {G}$$

where *Y* is proportion of cells, *X* is day after tape stripping and *G* is genotype.

Subsequently, ANOVA for linear models (statsmodels.stats.anova.anova_lm) was used to compare if the model with the addition of genotype (H_1_) is better at explaining the observed data than the model using only days (H_0_), using the default *F*-test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-022-01021-8.

## Supplementary information

Reporting Summary

Supplementary Video Time-lapse recording over 88 min of a representative K10-reporter-positive basal cell dividing to produce two basal daughter cells. Top shows *xz* view, and bottom shows *xz* view of the same cell. K10 reporter signal (*K10rtTA; pTRE-H2BGFP*) shown in green, cell membrane (mem-tdTomato) shown in red and dermal ECM shown in blue. Scale bar, 5 μm.

## Data Availability

Sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE152044. Previously published scRNA-seq data that were re-analysed here are available under accession codes GSE129218, GSE67602 and GSE146637. Annotated and analysed sequencing data have been deposited in Zenodo: 10.5281/zenodo.6998285. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data
Source Data Extended Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data.

How the deposited data were processed for this re-analysis (not part of the article)

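Single-cell RNA-seq of sorted basal cells from Involucrin-traced mice was analysed, with 2 libraries of traced (Tom+) and 2 of non-traced (Tom−) cells. The published datasets with which the paper merged these cells, and the imaging experiments, were not analysed here. The authors made the libraries with 5-prime STRT chemistry on Fluidigm C1 chips and deposited UMI counts per gene and well, without normalization, with spike-in and reporter rows in the same tables. The paper's text refers to an earlier study for the steps from reads to counts, and names no genome build or annotation for them. Each table holds 24378 gene rows, of which 1207 are named as loci of a gene symbol, and each row was treated as a gene.

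Wells with at least 2000 UMIs on genes were kept as cells (161 of 384). Wells with very high counts were not removed in the reported values. The kept cells were clustered (2000 variable genes, 20 principal components, 10 neighbours, resolution 1), and a cluster was to be set aside when over 50% of its cells had at least 3 markers of another cell type. None of the 6 clusters met this, so no cell was set aside. Among single cells, 10 had at least 3 infundibulum markers, 3 had at least 3 T-cell markers and 2 had at least 3 Langerhans markers, while none had 3 markers of bulge, sebaceous, melanocyte, fibroblast or endothelial cells. The clustering settings and the rule for clusters were set after marker distributions had been seen.

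For levels and shares per cell, each cell was thinned once, with seed 1, to 2000 UMIs. Levels are ln(UMI + 1), and the paper's cut-off of 1.84 for *Krt10* was applied on this scale. Cells were ordered with Scanpy 1.11.5 by diffusion pseudotime on the thinned counts (4000 variable genes, 20 principal components, 15 neighbours), after regression of log total counts, ERCC percentage and cell cycle scores, and without the named and the cell cycle genes. The root was the outermost cell of the first diffusion component, at the end with higher *Krt14* minus *Krt10*. The first principal component was oriented by the same genes. The design fixed beforehand did not say whether the order itself is built on thinned or full counts. Orders on both had been seen when the thinned one was taken, and the order on full counts is given as an alternative. The order was split at its median and into 6 bins of equal size. The onset of a gene was read per capture run as the first bin to stay above bin 1 by at least 25% of the rise, and as the interpolated position of 50% of the rise, for genes with at least 20 thinned UMIs in each run. That minimum was set after the UMI numbers had been seen. Shares are given per library with 95% Clopper-Pearson intervals, and a share of 0 with the limit that 3 counts give. Shares of Tom+ and Tom− libraries were compared by an exact two-sided permutation test, whose smallest p is 0.333 for 2 against 2.

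For gene expression, UMI counts of the kept cells were summed per library and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. The common biological coefficient of variation was 0.233. The procedure was tested on simulated data with the means and library sizes of these libraries. Of 193 changed genes among 3072 tested, 90.2% were recovered, 100% of those changed 16-fold and 80.4% of those changed 4-fold, and 4 of 178 calls were false. Every simulated gene was given the same common variation, and changes under 4-fold were not simulated. These rates therefore do not carry over to genes that vary more between libraries or to smaller changes. Genes are named in the text if the paper names them for this experiment, or if they are among the 5 with the largest log2 fold change in each direction among genes past the threshold that changed the same way in both capture runs.

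The number of cells with *Krt10* and without another gene was compared with the reverse, and the comparison was repeated with both genes thinned to the smaller of their UMI totals in each library, as the mean of 100 draws. Cell cycle phases were scored with published lists of 43 S and 54 G2/M genes, of which 42 and 52 are in the files. T-cell transcripts were checked with a list of 10 further genes, of which 9 are in the files.

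The alternatives set before the data were examined were a minimum of 1000 or 5000 UMIs per cell, all cells kept, the 5% of cells with the most UMIs left out, each library left out, 20 other seeds of the thinning, counts scaled without thinning, other *Krt10* cut-offs, a first principal component as the order, named genes left in the ordering, no regression, regression of the capture run, 5 bins, at least 2 UMIs per gene, DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1), no filter on low counts, thinned counts in the sums and the capture run as a block. Leaving out single cells with at least 3 markers of another cell type, the other seeds and the left-out libraries for the onset and decline of genes, and the fall as a share of the mean UMIs of bin 1, were added after the data had been seen. Where a library is left out of a comparison, 1 library stands alone in its group and is assumed to vary like those of the other group.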

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

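The tests below were chosen before the values they measure were seen, and after the patterns they address, except the number of T-cell genes per well, which was compared after it had been seen.

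The paper does not report transcripts of the Cre transgene, and 26.1% of the kept cells had Cre UMIs. All 4 libraries come from mice with the transgene, so no library shows how many UMIs the row collects without it. Endogenous *Ivl* had UMIs in 2 cells. The share with Cre UMIs was higher in the later than in the earlier 50% of pseudotime in each of the 4 libraries, by 24.6 percentage points on average (SD 5.66), and by 18.5 after each cell's UMIs were thinned to the same depth. A transgene that is transcribed as cells differentiate may therefore account for part of the signal. Of the 81 earlier cells, 11 had Cre UMIs, and 7 of these 11 also had *Krt10* UMIs, so whether it accounts for all of the signal stays open. That the row also collects transcripts of other sequence was not tested.

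Transcripts of tdTomato were found in 3 of 68 Tom− cells, all in Tom− run 2, with 3 UMIs in all. Tom+ cells sorted with the Tom− cells were looked for by place and *Krt10*, but Tom+ cells need be neither later nor *Krt10* positive, since 34 of 93 were earlier and only 62 of 93 were *Krt10* positive. Of the 3 cells, 1 lay in the later 50% of pseudotime without *Krt10* UMIs, another was *Krt10* positive and earlier, and the third was neither, so a wrong sort and other sources of single UMIs cannot be told apart from so few cells. No biological explanation was tested.

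In 3 wells, at least 3 T-cell markers had UMIs, together 61 UMIs, in a sort for basal keratinocytes. A T cell captured in the same well as a keratinocyte is a candidate explanation. Of the 9 further T-cell genes in the files, the 3 wells held between 4 and 7 each, with 37 UMIs in all, and *Krt5* had between 5 and 34 UMIs in them. At most 1 of these genes was seen in any other well, but this occurred in 8 of 158 wells, or 5.06%, just above the limit of 5% set before the test, so the test as written did not settle it. If keratinocytes transcribed these genes themselves, other wells would hold several of them too. The gap between at least 4 genes in each of the 3 wells and at most 1 in the other 158 speaks against this.

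Among genes that the paper does not name for this comparison, 32 passed the threshold between Tom+ and Tom− cells, 20 higher and 12 lower in Tom+ cells. If Tom+ and Tom− cells differed only in their place along pseudotime, these genes would not differ among earlier cells. Of the 32 genes, 24 could be tested in earlier cells, and their median log2 fold change, taken in the direction found over all cells, was 1.10 there against 1.86 over all cells. That is 59.0% of the value and above the 50% set beforehand as evidence against this explanation, and all 24 kept their sign. The median place of earlier Tom+ cells was 25.3% of the order and that of earlier Tom− cells 24.4%. However, the genes had been chosen on these same cells, which by itself carries a difference into any part of them, so the explanation stays open. Within the earlier cells no gene passed the threshold in edgeR, 69 of 1423 had an unadjusted p under 0.05, and no other tool was run. Among later cells, 25 of the 32 genes could be tested, all 25 kept their sign, and their median was 2.02 against 1.88 over all cells. There 17 of 1321 genes passed, with the median place of Tom+ cells at 76.2% and of Tom− cells at 73.8%. The place of a cell depends on the draw of the thinning, so cells at the same computed place may differ in their true place.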

How the results depend on the processing

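The added alternatives, which leave out single cells with markers of another cell type use other seeds or leave out a library for the onset and decline of genes, or take the fall as a share of bin 1, were chosen after the data had been seen. Keeping all cells changed nothing, because no cluster had been set aside.

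The difference between Tom+ and Tom− libraries in the share of *Krt10*+/*Mt4*+ cells kept its direction under all 14 alternatives, between 32.2 and 47.1 percentage points. Its p cannot pass 0.05 with 2 libraries against 2 and says nothing about stability. The difference in the share of cells in the later 50% of pseudotime kept its direction under 15 of 16 alternatives and was reversed, at -7.17, with a minimum of 5000 UMIs per cell, which leaves 51 cells, 4 of them in Tom− run 1. The cause was not tested. Without 1 library it ranged from 4.58 to 25.7, below the reported 30.4 in each case, and only 2 of 20 other seeds gave a value above the reported one. The *Krt10*-positive share ranged from 28.3% to 67.0% under 13 alternatives. These values lie within the SD of 32.6 between libraries, but that SD mostly reflects the difference between Tom+ and Tom− libraries. Within the Tom+ and the Tom− libraries the SDs were 5.40 and 4.71, so the share depends on the cut-off and on the libraries included. The excess of cells with *Krt10* and without *Krtdap* stayed between 10.4 and 24.9 percentage points. With a minimum of 5000 UMIs it was 11.3, smaller than its SD of 15.7 between libraries. The lower *Krt14* of *Krt10*-positive cells stayed between -2.75 and -2.37 under 3 alternatives.

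*Krt14* fell along pseudotime under the 15 alternatives that gave a value. This direction is partly built in, because *Krt14* and *Krt10* were used to choose the start of the order. A minimum of 1000 UMIs gave none, because no cell of run 1 and 29 cells of run 2 lay in the first bin. Its change was -1.72 with a minimum of 5000 UMIs, -3.00 without thinning, -1.92 with the first principal component, -2.93 without regression, -3.02 without cells that carry markers of another type, and -2.72 as the mean over other seeds, of which 18 of 20 gave a value because in the others a capture run had no cell in the first or last bin. Without 1 library it ranged from -3.28 to -1.51. The cause was not tested. The number of the 4 other basal genes that fell less than *Krt14* in both runs was 4 as reported and 3 or 4 under 14 alternatives, with 3 at a minimum of 5000 UMIs, without Tom+ run 1 and for the fall as a share of bin 1. On the ln scale 3 of these genes start too low to fall as far, so their part of this number carries no weight.

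The number of genes that rose later than *Krt10* in both runs, 4 of 5 as reported, was 1 with a minimum of 5000 UMIs, 1 without thinning, 1 with 5 bins, 0 with the first principal component and 2.28 as the mean over other seeds, where 3 of 18 seeds reached 4 and none more. It was 5 with the named genes left in the ordering, where they help to build the order they are read from, 4 with the capture run regressed, and 3 without regression and 3 without cells that carry markers of another type. It was 0 without Tom+ run 1, where *Mt4*, *Sbsn* and *Ptgs1* could not be placed, and 2 without each other library. Without Tom− run 2 all 5 genes could be placed. Without Tom+ run 2 *Mt4* and *Ptgs1* could not, and without Tom− run 1 *Ptgs1* could not. *Ptgs1* also had no place with a minimum of 5000 UMIs or without cells that carry markers of another type. Part of these lower tallies can therefore reflect genes that were not placed. The cause was not tested. The order of onset is thus not stable in these cells.

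The number of genes past the threshold, 38 as reported, was 8 with a minimum of 5000 UMIs, where fewer cells enter and only 1227 genes were tested. Without 1 library it ranged from 27 to 65, and the 65 arose without Tom− run 1. Between 28 and 44 genes passed under the other alternatives apart from the block. Of the 38 genes, 36 passed with DESeq2 size factors, 24 in the DESeq2 test, 26 in limma-voom and 33 without a filter. With the capture run as a replicate block, 116 genes passed, 63 higher and 53 lower, among them all 38, and 12 of the genes the paper names in place of 6, with *Krt14*, *Trp63*, *Hes1*, *Bhlhe40*, *Col17a1* and *Mt2* added. Of these added genes, *Krt14*, *Trp63*, *Hes1* and *Bhlhe40* also passed under at least 1 alternative without the block. Libraries of the same run deviated from their group means with a correlation of 0.0760 over 5188 genes, so the runs are not shown to pair the libraries.

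Of the 405 values of single named genes under the alternatives, 349 kept their direction and their side of the threshold, 43 no longer passed it, 5 of them for want of an adjusted p in DESeq2, 11 came to pass it and 2 changed sign. *Csnk2b* was -0.034 with a minimum of 5000 UMIs, and *Ovol1* ranged from -0.0783 to 0.973 when 1 library was left out, with the negative value without Tom+ run 2. Depth limits genes such as *Ivl* and *Lor*, with 2 thinned UMIs each, and the share of cells in which *Ptgs1* or *Cre* can be seen.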

Differences from the paper's values

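The paper gives about 40% in its text as the share of basal cells expressing *Krt10*, and 39.6% was found here. The 2 values cannot be compared, because the paper's value also rests on other data than the sorted cells, and the mean here is set by the mix of Tom+ libraries (67.6%) and Tom− libraries (11.7%) that the sort produced.

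The paper places *Krt10* first among the differentiation genes and *Mt4* after *Krtdap* and *Krt1*. In the sorted cells, *Mt4* reached 50% of its rise at 46.0% of the order, close to *Krt10* at 46.5% and before *Krtdap* at 50.8% and *Krt1* at 51.8%, and in run 2 before *Krt10*. By the first bin to stay above bin 1 by at least 25% of the rise, *Krt10* came in bin 2 of run 1, with *Mt4* and before *Krtdap* and *Krt1* in bin 4, and in bin 4 of run 2, after these 3 genes in bin 3. Mean *Krt10* was 0.90 in bin 2 of run 2 and 0.88 in bin 3, so the bin rests on a small dip. With the named genes left in the ordering, an alternative set before the data were examined, *Krt10* lay at 43.3%, before *Krt1* at 55.2%, *Krtdap* at 58.5% and *Mt4* at 60.7%. These genes then help to build the order in which they are placed, so this is partly circular and carries little weight for the paper's order. *Krt10* was also the earliest of these 4 genes on average without thinning (59.0%) and without regression (63.9%), both set before the data were examined, and without cells that carry markers of another type (63.7%), which was chosen after seeing the values. It was not the earliest with the first principal component, with the capture run regressed, with 5 bins or with a minimum of 5000 UMIs, nor without Tom+ run 1, Tom− run 1 or Tom− run 2, which were left out here after the values had been seen. Without Tom+ run 2 it came before *Krtdap* and *Krt1*, and *Mt4* could not be placed. The paper's bins come from a combined dataset with more cells.

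The paper states that most Tom+ basal cells map with *Krt10*+/*Mt4*+ cells. With at least 6 *Krt10* UMIs, to which the cut-off corresponds here, and at least 1 *Mt4* UMI in the same thinned cell, 42.9% and 51.7% of the Tom+ cells of runs 1 and 2 were *Krt10*+/*Mt4*+, a mean of 47.3%, whereas 71.4% and 63.8% were *Krt10* positive and 65.7% and 62.1% lay in the later 50% of pseudotime. With at least 1 UMI of each gene, 18 of 35 and 34 of 58 Tom+ cells had both, a mean of 55.0%, so whether most Tom+ cells carry both genes depends on the cut-off. The mean of the Tom+ libraries was also above 50% without thinning (57.0%), with a minimum of 5000 UMIs (51.0%) and without Tom− run 1 (51.3%), where the random thinning of the Tom+ cells also changes, and it was below 50% under the other alternatives. The paper's mapping uses position on the combined map, which is another measure.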

Other observations

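The tests in this part were chosen before the values they measure were seen.

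More cells had *Krt10* and no *Krtdap*, *Krt1*, *Mt4* or *Sbsn* than the reverse. A higher number of *Krt10* UMIs could produce this alone, and the counts of each pair were matched per library to test it. The excess that remained was 16.0 percentage points for *Krtdap* and 13.4 for *Mt4*, above 0 in all 4 libraries and beyond the spread between them, which speaks against UMI number as the whole cause for these genes. It was 4.10 for *Krt1* and 3.83 for *Sbsn*, within the spread, so for these the number of UMIs is not excluded as the whole cause, although single libraries kept 22.2 (*Krt1*, Tom− run 1) and 14.7 (*Sbsn*, Tom+ run 2). In Tom+ run 2, *Krtdap* had more UMIs than *Krt10* (592 against 567) and was itself thinned. The excess equals the share of cells with *Krt10* minus that with the other gene. What remained for *Krtdap* and *Mt4* therefore shows *Krt10* UMIs spread over more cells, and not which gene came first.

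Of the Tom+ cells, 34 of 93 lay in the earlier 50% of pseudotime. Tom− cells sorted with them would lack tdTomato transcripts. With the cells of both runs pooled, 44.1% (27.2% to 62.1%) of the earlier Tom+ cells had tdTomato UMIs, against 50.8% of later Tom+ cells and 4.41% (0.919% to 12.4%) of Tom− cells, so Tom− cells sorted with Tom+ cells do not explain the earlier Tom+ cells as a group. By run, these were 33.3% (9.92% to 65.1%) of 12 earlier Tom+ cells in run 1 and 50.0% (28.2% to 71.8%) of 22 in run 2, against none of 20 and 3 of 48 Tom− cells. The share in run 1 is not clear of the 15.0% that a count of 0 in 20 cells allows, so the result rests mainly on run 2. Some Tom− cells may still be among the earlier Tom+ cells.

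The paper reports cell cycle phases in another dataset. With the sorted cells of all libraries pooled, 11 of 161 cells were scored as S/G2/M, of which 1 was *Krt10* positive. UMIs of *Mki67* or *Top2a* were present in 17 cells, of which 5 were *Krt10* positive, or 29.4% (10.3% to 56.0%). Of the 69 *Krt10*-positive cells, 7.25% (2.39% to 16.1%) had such UMIs, and 6 cells, none of them *Krt10* positive, met both criteria. These numbers are too small to compare with another dataset.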
